A study of Nematostella vectensis with 10 samples. Its data were reported in "Lineage-specific elaboration of a conserved cnidogenic program drives cnidocyte diversification and illuminates cell type evolution" (2026).

How the data were processed

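Bulk mRNA sequencing of whole *Nematostella vectensis* gastrulae, raised at 24°C to 28 hours post fertilization, was analysed in 10 libraries, 5 from embryos injected with an shRNA against *NvpaxA* and 5 from embryos injected with a scramble control RNA. Per the labels, each replicate pooled about 1000 embryos and reads were paired-end. A sequencing company prepared the libraries and filtered and trimmed the reads. The authors quantified transcripts with Salmon on the Galaxy platform against the Nvec200 genome and tested differences with DESeq2. Versions of these tools and the settings of the quantification are not given in the sources used here. The deposited tables hold an estimated count for each of 35819 transcript models, which Salmon divides among models that share reads, so that values of near-identical genes are uncertain. The deposited tables also give TPM and the length and effective length of each model. TPM served only as a weight when effective lengths were averaged per gene for the length offset described below.

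Estimated counts were summed over the transcript models of each gene model, giving 24520 gene models of which 5386 have more than 1 transcript, and rounded to whole numbers. All files list the same models, and 519 gene models had 0 counts in every library. Libraries held 20037579 to 26883859 estimated counts, and the 10 most abundant genes took 8.1% to 21.6% of them. Groups, replicate numbers and batches came from the labels. No 2 libraries of a group agreed within sampling noise: the smallest chi-square per degree of freedom between libraries of a group was 13.6 over genes with at least 20 summed counts. The 5 replicates of a group were each a separate pool of embryos.

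Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Low-count genes were removed with filterByExpr by group, libraries were scaled by TMM, and the quasi-likelihood F test was run on the 19110 genes left with group as the only term, since the study states no block in its model. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p of 0.05 or less and a fold change of 1.5 or more, the thresholds of the study. CPM were computed with TMM-scaled library sizes. Standard errors of log2 fold changes came from the F statistic and 95% intervals from its residual degrees of freedom. Gene sets were tested with camera (limma 3.58.1) on log2 CPM with a preset correlation of 0.01, and with an estimated correlation and fry as alternatives, adjusted over 5 sets.

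The list of published cnidocyte genes was the one the study assembled, with 38 gene names paired with model numbers, all found in the files. It was not chosen on these libraries. Its groups (7 capsule, 5 toxin, 15 transcriptional regulator and 10 other genes, besides *NvpaxA*) were set by name before the data were examined, as were the tests and the alternatives unless said otherwise. The text names *NvpaxA*, every listed gene that is called, *znf845*, *foxE-like*, *sox2*, *coup-like1* and *dkk3-like3* whether called or not, and *ncol1*, *foxL2* and *GFI1B-like3* for their fold changes among uncalled capsule genes and regulators. *ncol3*, *NEP3*, *TX60B-like3* and *NVE15732* are named besides, for their abundance, their neighbour or their nearness to the threshold. *cnido-jun* is named for its adjusted p with the replicate block. Beyond the list, it names the 2 genes that fell and the 2 that rose with the smallest p among called genes with a mean of at least 1 CPM and the same direction in all 5 pairs. The reference table used here held 0 rows with an identifier of these gene models, so no other gene names, product groups, markers of other cell types or coordinates are given.

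The study describes its replicates as paired. The replicate numbers were checked on deviations of log2 CPM from the group means. Same-numbered libraries correlated at 0.13, 0.19, 0.43, 0.46 and 0.47, each above 0.1, and 8 of the 10 libraries correlated best with the library of their own number. The numbers were therefore taken to pair the samples, and fits with the replicate number as a block are given where they change a call or move a count by over 1.5 times.

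Alternatives were RLE in place of TMM scaling, no low-count filter, a filter at a mean of 1 CPM, DESeq2 1.42.0, the replicate block, batch as a covariate, a length offset, transcript models in place of genes, the adjusted p alone, and leaving out each library in turn. Each batch alone and Fisher's exact test of listed genes were added after the data were seen. The median log2 fold change of all genes was 0.0055 with TMM and 0.0064 with RLE scaling. The edgeR and DESeq2 fits with group as the only term were tested on simulated counts with 50 genes changed at each of 4 fold sizes, among 19110 genes. The camera test and the count of neighbouring models were tested on simulated sets. The fits with the replicate block or a batch term were not tested this way. For the comparison of 5 against 5 libraries, edgeR recovered 18%, 72%, 96% and 96% of genes changed 1.5, 2, 4 and 8-fold, with 6 false calls. Figures were drawn with matplotlib 3.10.9.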

Results

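Bulk polyA RNA-seq was used to ask which transcripts depend on *NvpaxA*, a paired-box transcription factor gene, in the starlet sea anemone *Nematostella vectensis*. Embryos were injected with a short hairpin RNA (shRNA) against *NvpaxA* or with a scramble control RNA and collected whole as gastrulae at 28 hours post fertilization. Each group held 5 libraries of about 1000 embryos each. Replicates 1 and 2 of both groups belonged to batch LA61 and replicates 3 to 5 to batch LA70. Libraries held 20037579 to 26883859 estimated counts, with 23857153.0 ± 1676289.0 in the knockdown and 23342017.0 ± 2867292.0 in the control (SD, n = 5). Of 24520 gene models, 19110 had enough counts to be tested.

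The targeted gene was examined first. *NvpaxA* (gene model NV2.6786) fell in all 5 same-numbered pairs, from 102.1 ± 14.6 CPM (counts scaled to library size) in the controls to 17.5 ± 5.06 CPM after shRNA injection (SD, n = 5). The log2 fold change was -2.54 ± 0.19 (SE; edgeR adjusted p = 6.95e-06), and the mean knockdown level was 17.1% of the mean control level. Replicates 1 to 5 of the knockdown held 381, 350, 509, 252 and 603 estimated counts of this gene, against 2449, 2431, 2513, 1889 and 2543 in the controls. The lowest control library stood at 79.2 CPM and the highest knockdown library at 23.1 CPM. In an exact two-sided permutation test of mean log2 CPM over the 252 assignments of the libraries, p was 0.00794, the smallest that 5 against 5 allows. These assignments do not keep the same-numbered pairs or the batches. Rearranging within the 5 pairs alone is too coarse to give a two-sided p under 0.05. Within LA61 the log2 fold change was -2.81 ± 0.11 (SE) and within LA70 it was -2.39 ± 0.29.

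**Figure D1:**
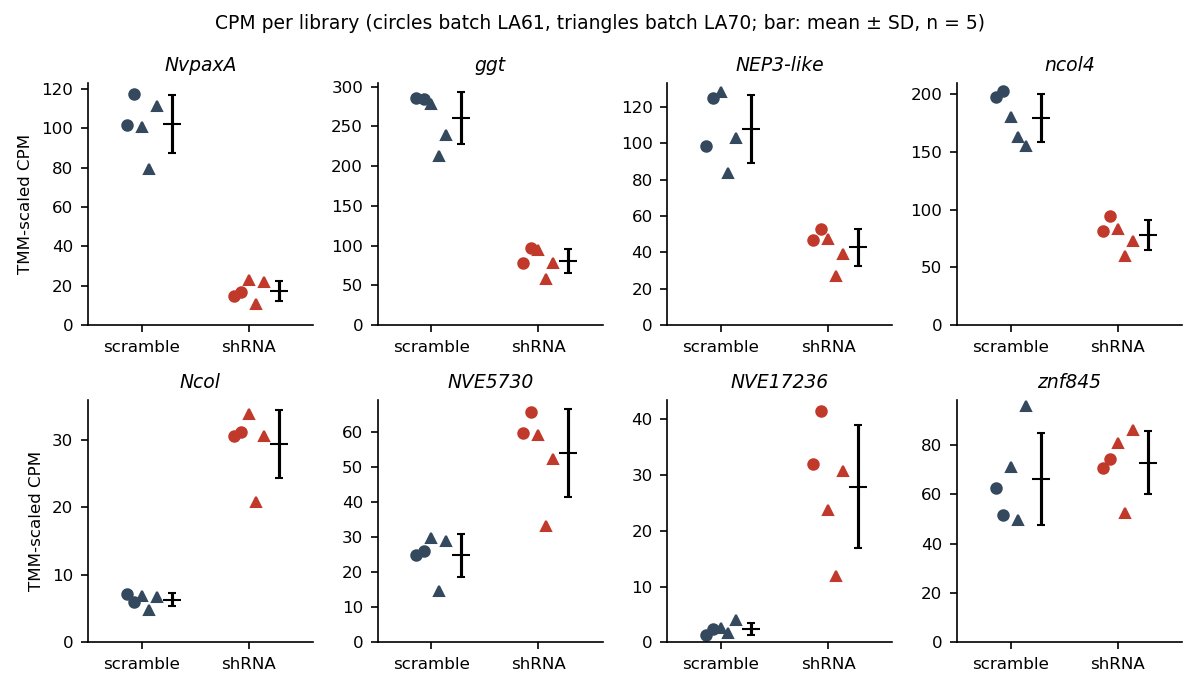
TMM-scaled CPM of *NvpaxA*, the 6 called genes of the published cnidocyte list and *znf845* in each library, with circles for batch LA61, triangles for batch LA70 and a bar for the mean ± SD of 5 libraries. For *NvpaxA*, knockdown libraries lie between 10.9 and 23.1 CPM and control libraries between 79.2 and 117.6 CPM, while the 2 groups overlap for *znf845*.

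In the main edgeR fit, without the replicate block, genes that fell after *NvpaxA* knockdown outnumbered those that rose, by 161 to 74. The balance depended on the fit and the batch. With the replicate block it was 194 to 141, and in LA61 alone it turned, with 122 lower and 267 higher genes. The gene models with the smallest p that fell were NV2.23791, which went from 109.9 ± 18.8 to 1.81 ± 0.70 CPM, and NV2.1841, which went from 17.2 ± 2.02 to 0.77 ± 0.15 CPM (SD, n = 5). Their log2 fold changes were -5.93 ± 0.23 and -4.47 ± 0.16 (SE; edgeR adjusted p = 2.39e-08 for both). Of those that rose, NV2.18306 went from 1.31 ± 0.42 to 48.7 ± 13.8 CPM and NV2.23584 from 2.49 ± 0.24 to 8.68 ± 0.63 CPM. Their log2 fold changes were 5.20 ± 0.28 and 1.80 ± 0.13 (SE; edgeR adjusted p = 2.95e-07 and 5.10e-06). Gene names were not paired with these models in the tables used here.

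Among the genes that fell, the median log2 fold change was -1.41, a 2.66-fold lower level, and 29 fell by at least 8-fold. Among those that rose, the median was 1.19, a 2.29-fold higher level, and 6 rose by at least 8-fold. All 161 lower genes and all 74 higher genes moved in the called direction in each of the 5 pairs. Together, the lower genes took 4979 ± 556 CPM in the controls and 1953 ± 261 CPM after knockdown (SD, n = 5), and the higher genes took 1147 ± 92.9 and 2227 ± 249 CPM. These sums describe genes already chosen for their difference. In 30 of the lower genes every knockdown library stood under 1 CPM, and in 8 of the higher genes every control library did.

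The counts rest on edgeR's quasi-likelihood test at an adjusted p of 0.05 and a fold change of 1.5. With the replicate number as a block, 194 genes were lower and 141 higher, and these held all 161 and all 74 of the genes above. DESeq2 gave 179 lower and 115 higher genes, which also held them all. LA61 alone gave 122 lower and 267 higher genes, and LA70 alone gave 58 and 12. On simulated counts with these library sizes, without pairs or batches, the same test recovered 18% of genes changed 1.5-fold. It recovered 72% of those changed 2-fold and 96% of those changed 4-fold, so many changes near the threshold would be missed. For the 1.5-fold genes the median estimate was a log2 value of 0.579, under the threshold of 0.585, so the fold threshold itself left out many of them.

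**Figure D2:**
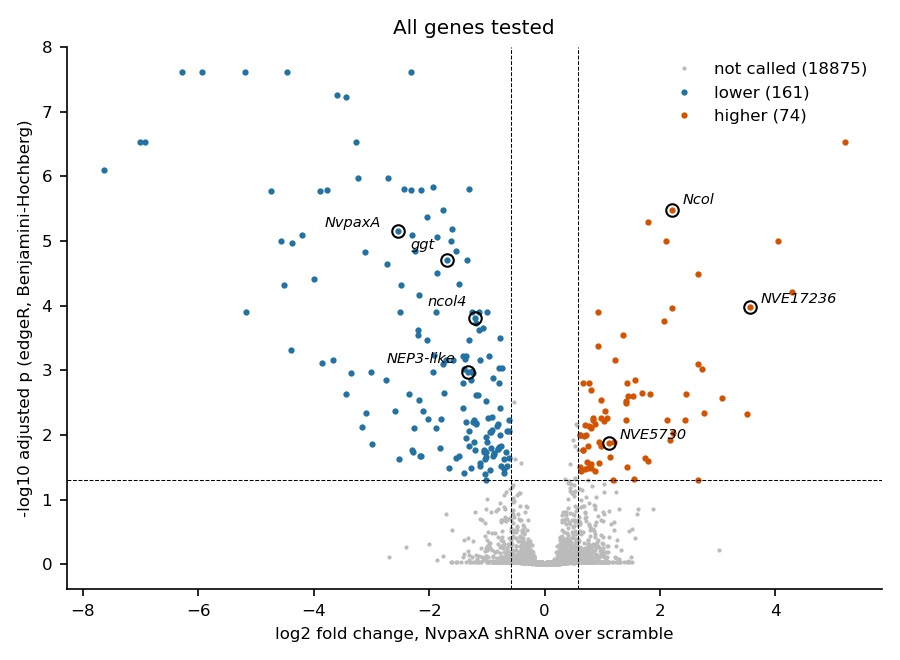
Log2 fold change of *NvpaxA* shRNA over scramble control (x axis) against the -log10 of the edgeR adjusted p (y axis) for the 19110 genes tested, with 161 lower genes in blue, 74 higher genes in orange, other genes in grey and dashed lines at the thresholds. Rings mark *NvpaxA* and the 6 called genes of the published list, which fall on both sides of 0.

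A list of cnidocyte genes that the study gathered from earlier publications was then examined, since cnidocytes, the stinging cells of cnidarians, are the cell type in which *NvpaxA* acts. Of 37 listed genes other than *NvpaxA*, 34 could be tested, of which 3 fell, 3 rose and 28 did not pass the test. Those that fell were *ggt*, named for gamma-glutamyl transferase, the minicollagen gene *ncol4* and *NEP3-like*, named for a nematocyst-expressed toxin. Those that rose were *Ncol*, *NVE17236* and *NVE5730*. Adjusted over the list alone, 3 were lower and 5 higher, with *TX60B-like3* and *NVE15732* added.

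Capsule genes moved in both directions. Of 7 tested, 2 fell, 1 rose and 4 did not pass. *ggt* (NV2.1925) fell from 260.1 ± 32.6 to 80.8 ± 15.6 CPM, and *ncol4* (NV2.11801), which encodes a structural protein of the capsule wall, fell from 179.5 ± 20.9 to 78.3 ± 13.0 CPM (SD, n = 5). Their log2 fold changes were -1.69 ± 0.14 and -1.20 ± 0.13 (SE; edgeR adjusted p = 1.94e-05 and 0.000156). *Ncol* (NV2.11820) rose from 6.32 ± 0.95 to 29.4 ± 5.01 CPM, a log2 fold change of 2.22 ± 0.16 (SE; edgeR adjusted p = 3.29e-06). Its knockdown replicate 4 stood at 20.8 CPM, apart from 30.6 to 33.8 CPM in the others. Of the 4 that did not pass, *ncol1* had the largest fold change, a log2 value of -0.43 ± 0.14 (SE; edgeR adjusted p = 0.382), and was lower in 5 of 5 pairs. With the replicate block it stood at -0.44 and passed the adjusted p but not the fold threshold (edgeR adjusted p = 0.00341). The most abundant member, the minicollagen gene *ncol3*, stood at 597.5 ± 96.2 CPM after knockdown and 558.4 ± 77.6 CPM in the controls, a difference below the spread between replicates.

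Of 5 toxin genes, 3 could be tested and 1 fell. *NEP3-like* (NV2.20491) went from 107.6 ± 18.7 to 42.7 ± 10.1 CPM (SD, n = 5), a log2 fold change of -1.33 ± 0.18 (SE; edgeR adjusted p = 0.00104). In LA70 alone its log2 fold change was -1.48 ± 0.24, with an edgeR adjusted p of 0.0750. *TX60B-like3* (NV2.11971) had a log2 fold change of 0.76 ± 0.17 and missed the threshold (edgeR adjusted p = 0.05003). It passed at 0.78 with the replicate block (edgeR adjusted p = 0.00637), and also with RLE scaling, the mean CPM filter and batch as a covariate (edgeR adjusted p = 0.0493, 0.0495 and 0.0450) and with DESeq2 (adjusted p = 0.00209). Of 20 alternatives, 14 left *TX60B-like3* uncalled. Among them were no low-count filter, the length offset and transcript models (edgeR adjusted p = 0.0505, 0.0510 and 0.125). *NEP3*, whose model number is next to that of *NEP3-like*, stood at 0.65 ± 0.32 CPM in the controls and 0.41 ± 0.33 CPM after knockdown, and the 95% interval of its log2 fold change (-1.89 to 0.55) includes a change of this size, which was not detectable at this depth.

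None of the 15 transcriptional regulators of the list passed both thresholds in the edgeR test, nor did any with the replicate block. The zinc finger gene *znf845* stood at 66.3 ± 18.7 CPM in the controls and 73.0 ± 12.9 CPM after knockdown (SD, n = 5), a log2 fold change of 0.14 with a 95% interval from -0.26 to 0.53. *foxE-like* stood at 45.2 ± 5.38 and 47.7 ± 6.16 CPM, a log2 fold change of 0.077 with an interval from -0.16 to 0.32. Control replicate 3 of *foxE-like* stood at 54.8 CPM, above the 42.1 to 43.2 CPM of the other controls. For *sox2* the log2 fold change was 0.055 with an interval from -0.15 to 0.26. The intervals of *foxE-like* and *sox2* exclude a 1.5-fold change. That of *znf845* does so with all 10 libraries, but its log2 fold change was 0.31 ± 0.15 without control replicate 5 and 0.24 ± 0.17 without knockdown replicate 4 (SE), where such a change is not excluded. It was 0.33 ± 0.12 in LA61, 0.00999 ± 0.27 in LA70 and 0.16 ± 0.090 with the replicate block over all 10 libraries (SE). The nuclear receptor gene *coup-like1* was higher in 5 of 5 pairs, at 95.1 ± 9.73 against 67.8 ± 3.74 CPM, and its log2 fold change of 0.49 ± 0.088 passed the adjusted p but not the fold threshold (SE; edgeR adjusted p = 0.0119). The extremes among the others were *foxL2* at 0.54 ± 0.14 and *GFI1B-like3* at -0.54 ± 0.16 (SE; edgeR adjusted p = 0.149 and 0.232). With the replicate block these stood at 0.54 and -0.57 and passed the adjusted p but not the fold threshold (edgeR adjusted p = 0.0173 and 0.0355). So did *coup-like1* at 0.48 and *cnido-jun* at 0.39 with the block (edgeR adjusted p = 0.00212 and 0.0303), and no other listed regulator.

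Of the 10 listed genes outside these groups, 9 could be tested, 2 rose and none fell. *NVE17236* (NV2.10392) rose from 2.38 ± 1.06 to 28.0 ± 10.97 CPM and *NVE5730* (NV2.21271) from 24.8 ± 6.04 to 54.0 ± 12.5 CPM (SD, n = 5). Their log2 fold changes were 3.55 ± 0.36 and 1.12 ± 0.21 (SE; edgeR adjusted p = 0.000104 and 0.0134). When transcript models were not summed, the most abundant model of *NVE17236* had a log2 fold change of 5.54 ± 1.56 and lost its call (edgeR adjusted p = 0.319). In LA70 alone *NVE5730* had a log2 fold change of 0.98 ± 0.31 and no call (edgeR adjusted p = 0.890). The study's list gives a different NVE identifier beside the name *NVE5730*, and its model number was used here. *NVE15732* stood at 0.88 ± 0.22 (SE; edgeR adjusted p = 0.124) and was called with the replicate block, at 0.88 (edgeR adjusted p = 0.000495). The log2 fold change of *dkk3-like3* was -0.056 with an interval from -0.31 to 0.20.

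**Figure D3:**
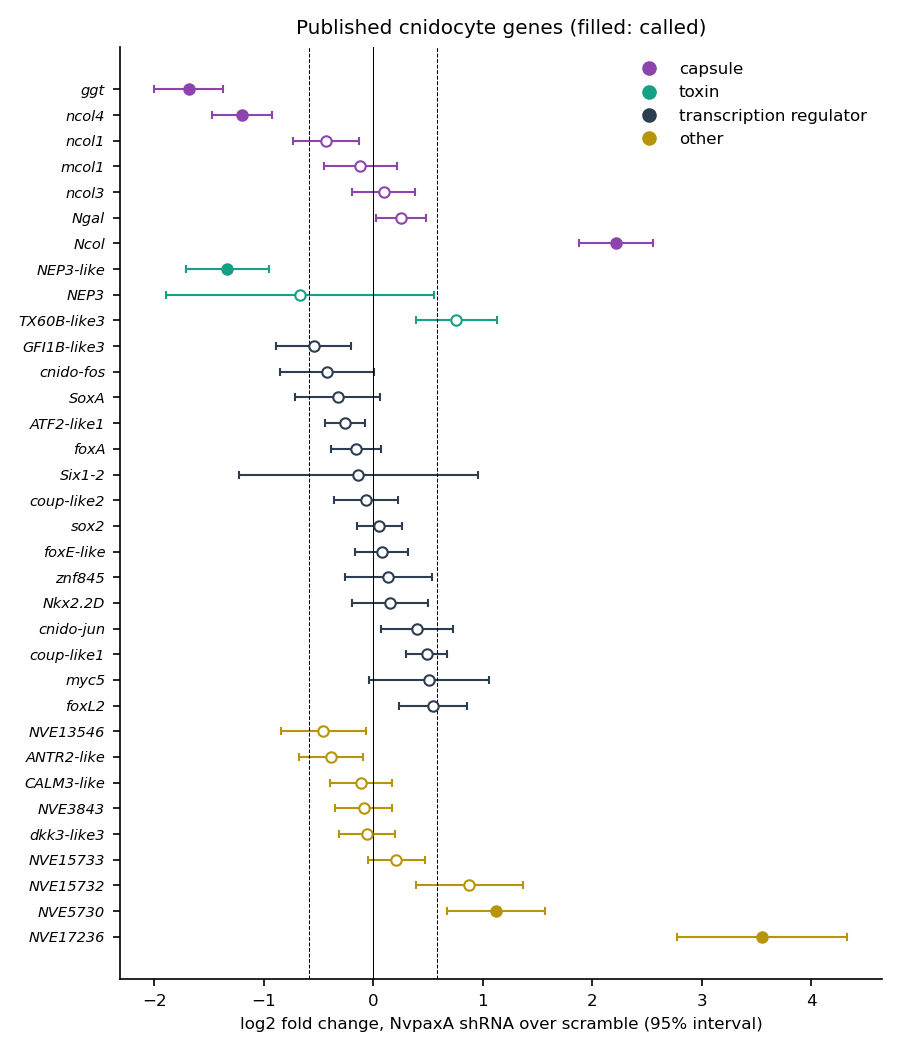
Log2 fold change of *NvpaxA* shRNA over scramble control with its 95% interval for the 34 listed genes tested, coloured by group, with filled points for called genes and dashed lines at a 1.5-fold change. Called genes lie between -1.69 (*ggt*) and 3.55 (*NVE17236*), and none of the 15 transcriptional regulators is filled.

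As a set, the listed genes showed no shift against other genes that passed the test. Their median log2 fold change was -0.059 and their mean 0.089, of opposite sign (limma camera with a preset correlation of 0.01, adjusted p = 0.847 over 5 sets; adjusted p = 0.946 with an estimated correlation). None of the capsule, toxin, regulator and remaining groups passed either (camera adjusted p = 0.313, 0.391, 0.740 and 0.313). In the remaining group the median was -0.056 and the mean 0.52. Change in either direction was tested with fry, which does not compare a set with other genes, and the whole list passed (mixed adjusted p = 1.75e-12), as did the capsule, regulator and remaining groups (mixed adjusted p = 7.56e-08, 6.21e-07 and 1.12e-06), while the toxins did not (mixed adjusted p = 0.0562). By Fisher's exact test, added after the data were seen, 17.6% of the listed genes tested were called against 1.23% of all genes tested (two-sided p = 3.27e-06). It rests on 6 called genes, treats genes as independent and does not match them on expression.

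Whether the batches gave the same response was examined next. Of 70 genes called in LA70 alone, all 70 had the same direction in LA61, and of 388 called in LA61 and tested in both, 338 had the same direction in LA70. Across the 18864 genes tested in both, the correlation of log2 fold changes was 0.497 (Pearson) and 0.279 (Spearman). Genes are not independent replicates, and no p is given for it. In the edgeR test of the interaction of group and batch 0 genes passed, with 424 at an unadjusted p under 0.05, and DESeq2 also gave 0, with 476. The 424 are a share under 0.05 of the 19110 genes tested. This does not show that the batches responded alike, since they held only 2 and 3 pairs. The power of the interaction test was not simulated. On counts simulated with the spread between replicates of all 10 libraries, edgeR recovered 14% of genes changed 2-fold in LA61 alone and 32% in LA70 alone. The real counts gave more calls in LA61 than in LA70, so these shares need not hold within a batch. For *NvpaxA* the SE was 0.11 in LA61, 0.29 in LA70 and 0.19 over all 10 libraries. With the replicate block 1 gene passed the interaction test.

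**Figure D4:**
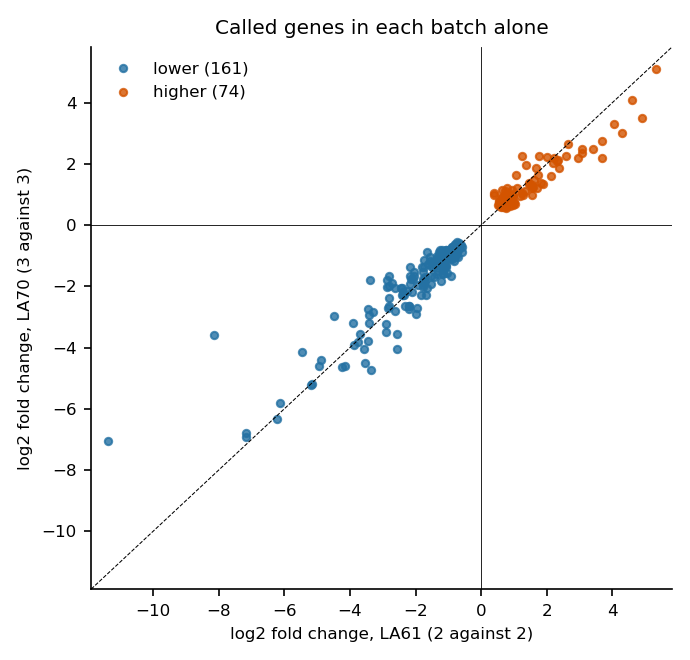
Log2 fold change of *NvpaxA* shRNA over scramble control in batch LA61 (x axis) and in batch LA70 (y axis) for the 161 lower and 74 higher genes, with a dashed line of equality. All 235 points lie in the quadrants where both batches have the same sign, which choosing the genes on all 10 libraries favours.

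Called genes were often next to each other in the numbering of gene models. Of the 235 called genes, 39 (29 lower and 10 higher) had a model number that differed by 1 from that of another gene called in the same direction. In 10000 random draws matched on mean expression, this number was 2.53 ± 2.23 (SD) and at most 16 (one-sided permutation p = 1e-04, the smallest these draws can give). With the replicate block, 82 of 335 called genes had such a neighbour. Genome positions were not analysed here.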

Values the study reported

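At a false discovery rate of 0.05 and a log2 fold change of 0.585, the study reported 154 positive targets of *NvpaxA*, which were lower after knockdown, and 80 negative targets, which were higher. The study tested with DESeq2, so the like comparison is with the DESeq2 counts given above, not the edgeR counts. Both of those DESeq2 counts are larger than the study's. It placed 147 genes in the pathway that runs from *Nvznf845* to *NvpaxA*, and found 44 genes that need *Nvznf845* and are held down by *NvpaxA*. Of 42 cnidocyte genes from earlier publications, it assigned 32 to one of its cascades and left 10 without a regulator among the 3 factors studied. It marked *ggt*, *ncol4* and *NEP3-like* as regulated by *NvpaxA*, and these fell in the edgeR fit above. It gave *NVE17236* no mark for any of the 3 factors, and *Ncol* and *NVE5730* none for *NvpaxA*. In the edgeR fit above, these genes rose after *NvpaxA* knockdown, which differs from those marks. The marks give no direction, and the study's full lists of targets were not compared here. Whether *Ncol* or *NVE5730* is among its negative targets is therefore not known here.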

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

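The test of whether neighbouring models are parts of 1 transcript and the test of low counts among genes that fell most were chosen after the results were seen.

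The calls between groups were set against other divisions of the libraries. Of 100 divisions of the 10 libraries into 5 and 5, drawn from 126 with the real one included, 2 gave as many as 161 genes in one direction, and the same 2 gave as many as 74. Over these divisions, most of which break the pairs of the replicate numbers, the share is under 0.05. The highest of the others gave 457 and placed knockdown replicate 4 with control replicates 1 to 4. This points to a structure of the samples besides the groups. Knockdown replicate 4 and control replicates 1, 2 and 4 are the libraries with scores above 0 on the first principal component (26.3 to 42.0). This component holds 29.0% of the variance and does not part the groups over all 10 libraries. It parts them in LA61, with controls at 42.0 and 32.6 and knockdowns at -5.34 and -3.89. In LA70 the groups overlap, with controls at -17.5, 36.3 and -33.7 and knockdowns at -43.5, 26.3 and -33.3. Of the 14 divisions drawn that part all 5 pairs, the real one included, the highest other gave 0 genes. The divisions of this kind are too few for a share under 0.05. For listed genes called in either direction, 1 of the 100 divisions, the real one, gave 6 or more, and the highest other gave 3, with the same limit. For LA70 alone, 1 of 10 divisions gave as many as 70 genes, the real one, and the highest other gave 2, but 10 divisions are too few for a share under 0.05. In all these comparisons, every division other than the real one holds knockdown and control libraries on both sides. A response to knockdown then adds to the spread within each side, so low counts there are partly built in.

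Neighbouring gene models were called together more often than chance allows. In 0% of 10000 random draws did as many called genes have a called neighbour. If the pairs were single transcripts broken into 2 models, their fold changes would match, but in 35% of the 20 neighbouring pairs (7 pairs) the log2 fold changes differed by more than 2 combined standard errors, which argues against this for those pairs and leaves it open for the rest. Sharing of reads between the 2 models stays open: in 13.0% of the 123 pair and library values in which a model was not whole (tolerance 0.01), the sum of both was whole, which decides neither way. Joint regulation or duplication of neighbours may also account for the pattern, and neither was tested.

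Of the 161 lower genes, 34 had a larger fall than *NvpaxA* itself. Low counts can inflate a fold, but 20 of the 34 had a mean of at least 100 counts per control library together with a 95% interval wholly below the log2 fold change of *NvpaxA*, which argues against low counts as the cause for those genes. For the other genes it stays open. A direct effect of the single shRNA on other transcripts was not tested, since its sequence was not used here. A dependence of these genes on *NvpaxA* protein, which these data do not measure, may be the source and remains a hypothesis.

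Of 36 sets of 5 values checked for a library far from the rest, 2 stood out, and about 1 in 20 would by chance. *Ncol* in knockdown replicate 4 stood at 20.8 CPM, below 30.6 to 33.8 CPM in the other knockdown libraries. *foxE-like* in control replicate 3 stood at 54.8 CPM, above 42.1 to 43.2 CPM in the other controls.

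With the replicate block, 1 gene differed between the batches, by -5.57 ± 0.54 on the log2 scale for LA70 against LA61 (SE; edgeR adjusted p = 0.0165). In LA61 it stood at 0.37 and 0 CPM in the controls and at 24.9 and 3.96 CPM after knockdown, and in LA70 at 12.9 to 20.3 CPM in the controls and 18.4 to 33.9 CPM after knockdown. The size of the difference thus rests on 2 controls at or near 0, and is not exact. It was not called without the block (edgeR adjusted p = 0.999).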

How the results depend on the processing

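Each batch alone and Fisher's exact test were added after the data were seen. *NvpaxA* fell past the threshold under every alternative run, between -2.67 and -2.41 when 1 library was left out. The number of genes lower stayed within 1.5 times of 161 (129 to 159 with 1 library left out, 142 to 194 under the other planned settings), except for LA70 alone (58). The number higher was 60 to 100 with 1 library left out and 67 to 141 otherwise, and it moved over 1.5 times from 74 to 141 with the replicate block, 115 with DESeq2, 267 in LA61 alone and 12 in LA70 alone. Of the 267 genes higher in LA61 alone, 35 were among the 74. The cause of these moves was not tested. Listed genes called higher went from 3 to 4 with RLE, the mean CPM filter, the batch covariate or no fold threshold, to 5 with the replicate block and with DESeq2, and ranged from 3 to 5 with 1 library left out, 5 being without knockdown replicate 4, when *TX60B-like3* and *NVE15732* were added. The median log2 fold change of listed genes, never called by camera, was -0.084 to 0.024 with 1 library left out, its sign turning without knockdown replicate 1, and 0.027 in LA70 alone. The median of -0.059 belongs also to Fisher's exact test, which asks about calls and passed. *dkk3-like3*, not called, turned to 0.082 in LA70 alone. Leaving out 1 library gave 0 genes with a batch difference each time, where a library left alone in its group and batch was assumed to vary like the others. The block gave 1 gene with a batch difference in place of 0, and 82 called genes with a called neighbour in place of 39. Checking LA61 calls in LA70 gave 87.1% with the same direction, against 100%. Besides the calls named here, the block ended or reversed no call of a named gene. For *NEP3*, at 0.65 CPM in the controls, the 95% interval of -1.89 to 0.55 leaves changes of that size undetectable at this depth.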

Other observations

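Genes near *Ncol* in the numbering of models, examined after their values were seen, went both ways. Of 19 other tested models within 10 numbers of it, 4 rose, with log2 fold changes of 0.75 to 4.04, and 2 fell, with -2.17 and -1.41.

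The levels of the called genes are given as values, since the control level enters the fold by which they were chosen. The median control level was 14.4 CPM for the lower genes, 4.95 CPM for the higher genes and 14.0 CPM for all genes tested. After knockdown the medians were 3.98 CPM for the lower genes and 13.5 CPM for the higher genes. In 6 of the lower genes every control library stood above 5 CPM and every knockdown library under 1 CPM.

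All 4 transcript models of *NvpaxA* had lower mean counts after knockdown, with no test of each. The most abundant had a mean of 1596 estimated counts in the controls and 289 after knockdown, and the others went from 346.7 to 78.9, from 222.9 to 18.9 and from 199.6 to 32.0 (n = 5).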
